A study of Homo sapiens with 6 samples.

How the data were processed

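Messenger RNA was measured in 6 libraries of Karpas-422 CXCdel cells. Karpas-422 is an established B-cell non-Hodgkin's lymphoma line; the labels do not spell out CXCdel, and it is used here only as the name of the cells. Per the labels, RNA was isolated with a column kit and made into libraries with the QuantSeq FWD kit of Lexogen, which reads the 3′ end of polyadenylated transcripts, so a count does not scale with transcript length. GSK343 is a small-molecule inhibitor of EZH2, the methyltransferase of Polycomb repressive complex 2 (PRC2), which methylates lysine 27 of histone H3.

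The deposited counts are whole-number read counts per gene with versioned Ensembl gene IDs, without summary lines and without normalization, as the values show. The aligner, the counting program, the genome build, the annotation, the use of strand and the treatment of reads with several matches are not stated per the labels or the file headers. Genes that overlap another gene, antisense genes and genes with near-identical copies are therefore uncertain. The authors' deposited table of their own comparison holds a mean signal per gene over the libraries, divided by size factors according to its column name, per the file headers. It also holds a log2 fold change with its standard error, per the file headers. Its test statistic is a deposited score per gene, and its p-value and adjusted p-value are deposited beside it, per the file headers. The headers do not give the direction of the fold change. It was settled from the data: the deposited statistic differed from that of DESeq2 with default settings, withdrawal minus continued, by at most 6.77e-06, with the same sign in every gene of the table. The deposited log2 fold changes are smaller than unshrunken ones, with a slope of 0.647 across genes, and are treated as shrunken values.

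The 6 files list the same 60669 gene IDs, of which 30375 have a count in at least 1 library. Symbols came from a table of gene names, which matched 60415 IDs, and are current ones (RIGI is also known as DDX58). Positions came from GENCODE release 29 on GRCh38, which may not be the annotation the authors used. It holds 58482 of the IDs, 40310 of them in the same version. Positions are 1-based and describe that annotation, not the reads.

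Samples were grouped by the labels into withdrawal and continued, with 3 libraries each, and the comparison is withdrawal minus continued. The test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 with TMM factors, without a block. Genes were kept by filterByExpr with its defaults, a minimum count of 10 and a minimum total of 15, which left 11817 genes holding 99.7% of the counts of each library. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes are approximate, computed as the absolute fold change divided by the square root of F. Values per library are CPM, computed here from the counts and scaled by TMM, and errors are SD over 3 libraries. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, two-sided, adjusted over 12 sets written by hand, each with at least 5 tested genes. The tests of this comparison, the gene sets, the list of PRC2 and H3K27 demethylase genes, the rule for naming genes and the alternatives were fixed before the data were examined, except the GC-content offsets. Several tests of the closing observations were chosen later, as stated there.

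The genes named are called genes with a mean of at least 10 CPM whose withdrawal libraries all lie on one side of the continued libraries; 1269 genes qualified. Of these, the 5 with the highest and the 5 with the lowest log2 fold change are named, then the 3 higher and the 3 lower genes with the smallest p-value among the rest. The fixed list is also named, and the 2 members with the smallest p-value of each gene set past the threshold. One gene that this rule selects is not reported here, though it enters the counts of results that changed with the processing. Other genes were chosen after their values were seen, and the text says so.

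Library totals ranged from 7057983 to 9705147 counts. A count of 0 allows up to 3 counts, which is 0.309 to 0.425 CPM depending on the library. Intervals and floors cover counting error only, since the counts carry no molecular identifiers. The functions were tested on counts simulated from the libraries' means, dispersions and sizes, with 200 genes changed. At these library sizes 52.6% of the genes changed 1.5-fold and 85% of those changed 2-fold were called, none with the wrong sign, and 7.48% of the calls were unchanged genes. With no gene changed, 0 genes were called.

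The alternatives were RLE, upper-quartile and total-count scaling, no count filter, a mean of at least 50 counts, DESeq2 1.42.0, limma-voom, robust estimation, the replicate number as a block, leaving out each library, an adjusted p under 0.01, fry, and camera with an estimated correlation. Offsets that remove from each library a lowess trend (span 0.3) with the GC content of the last 500 bases of the longest transcript were added after seeing the data. Plots were drawn with matplotlib 3.10.9.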

Results

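Transcript abundance was measured by 3′ mRNA sequencing in Karpas-422 CXCdel lymphoma cells that had been growing in 1 µM GSK343. For 72 h the cells either went without the drug, in 0.1% v/v DMSO (withdrawal, n = 3 libraries), or stayed in 1 µM GSK343 (continued, n = 3 libraries). The comparison asks which transcripts change when the EZH2 inhibitor is withdrawn. There are no libraries here of cells that never received the drug, so each change is relative to continued treatment.

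The withdrawal libraries held 7750591, 7057983 and 8932061 counts, and the continued libraries held 9705147, 7867169 and 8408947. The group means were 7913545 and 8660421 (two-sided exact permutation test, p = 0.4); 3 against 3 allows no p under 0.1, so the test could not have passed 0.05. Mitochondrial genes took 5.50% ± 0.288 (SD, n = 3) of the counts after withdrawal and 5.12% ± 0.0754 (SD, n = 3) under continued treatment (two-sided exact permutation test, p = 0.1, the smallest possible). No pair of libraries within a group agreed within counting noise, the mean chi-square per gene being 5.63 to 8.18. That measure is set against counting noise only, so it does not show whether the libraries came from separate cultures. All 6 were counted as separate samples by their labels. Pearson's r of log2 CPM across genes was 0.984 to 0.988 within groups and 0.972 to 0.982 between groups. The first principal component held 38.7% of the variance and separated the groups.

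EZH2, the target of GSK343 (ENSG00000106462.11; chromosome 7, 148807383 to 148884321 in GENCODE 29, minus strand, protein-coding), was expressed in every library. It measured 309, 308 and 347 CPM after withdrawal and 271, 292 and 256 CPM under continued treatment. The means were 321 ± 22.3 and 273 ± 18 CPM (SD, n = 3 each). The log2 fold change was 0.24 (SE 0.0783), and its adjusted p of 0.0621 over all genes in edgeR's quasi-likelihood test did not pass the threshold. It passed with DESeq2 (adjusted p 0.0392), a mean of at least 50 counts (0.0472), robust estimation (0.0436) and the GC-content offsets (0.0435), and in none of the 6 fits that each left out 1 library (0.0598 to 0.224).

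Of 11817 genes tested, 1442 (12.2%) were called at an adjusted p under 0.05 by edgeR's quasi-likelihood test, 669 higher and 773 lower after withdrawal. Lower genes made up 53.6% of the calls (95% Wilson interval 51% to 56.2%, which treats genes as independent). This majority depended on the processing. The share was 51.7% with RLE factors, 51.1% with upper-quartile factors and 48.7% with GC-content offsets, which were chosen after seeing the data. It was larger with total counts only (59.5%) and with no count filter (61.3%). Most changes were small, with a median absolute log2 fold change of 0.47 among the calls. An absolute log2 fold change of at least 1 was reached by 127 calls, 68 higher and 59 lower. The groups did not overlap in 1428 of the calls, nor in 31% of all genes tested, where chance gives 10%. The biological coefficient of variation was 0.0996. The number of calls moved most with a stricter threshold, to 556 at an adjusted p under 0.01, and leaving out 1 library lowered it to as few as 744, without continued replicate 3.

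**Figure D1:**
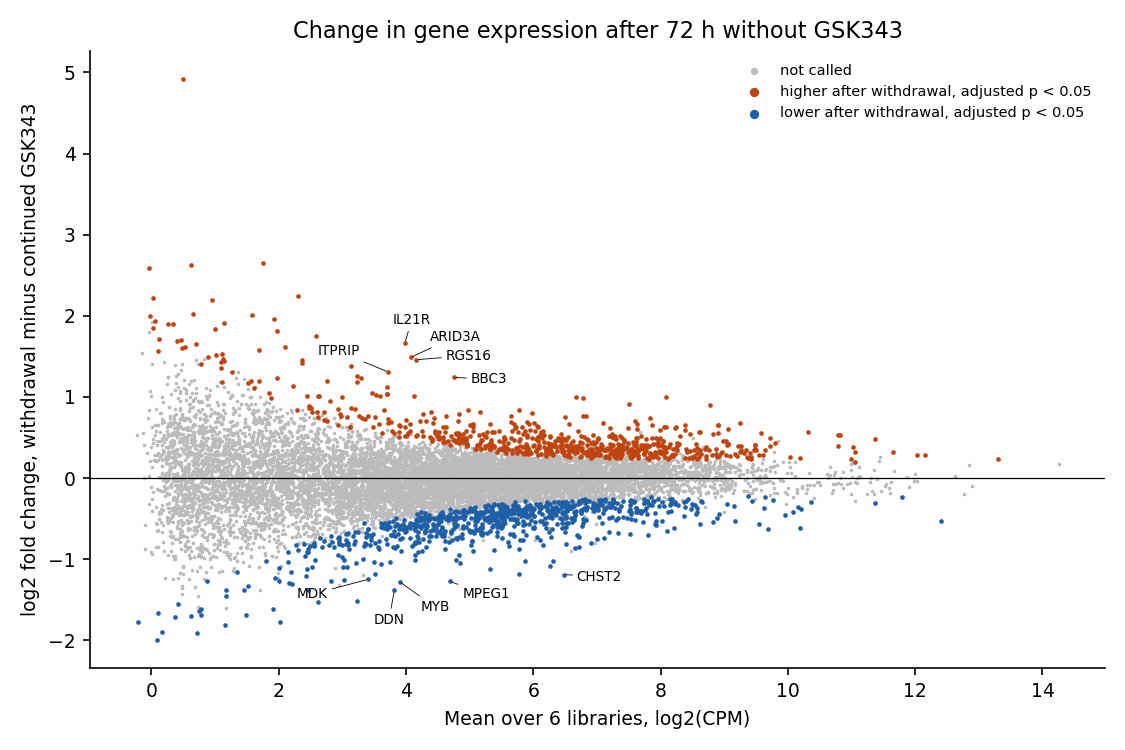
Each point is 1 of the 11817 tested genes, with its mean over 6 libraries on the x axis (log2 CPM) and its log2 fold change, withdrawal minus continued GSK343, on the y axis. The 669 genes called higher (orange) and 773 called lower (blue) mostly lie within 1 log2 unit of 0, and the named genes are those with the highest and lowest fold changes among genes with a mean of at least 10 CPM; the point near 4.92 is NIBAN1, whose fitted value rests on almost no counts under continued treatment.

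Among the genes that met the naming rule, IL21R (ENSG00000103522.16; chromosome 16, 27402162 to 27452042, plus strand) had the highest fold change. It measured 24 ± 3.25 CPM after withdrawal and 7.70 ± 4.31 CPM under continued treatment (SD, n = 3 each), a log2 fold change of 1.67 (SE 0.277, edgeR adjusted p 0.00178). It was followed by ARID3A (chromosome 19, 925781 to 975934, plus strand) at 1.49, RGS16 (chromosome 1, 182598623 to 182604408, minus strand) at 1.46, ITPRIP (chromosome 10, 104309698 to 104338448, minus strand) at 1.31 and BBC3 (chromosome 19, 47220822 to 47232766, minus strand) at 1.24 on the log2 scale. BBC3 rose from 16.1 ± 5.83 to 37.8 ± 2.02 CPM (SD, n = 3 each). IL21R overlaps the antisense gene IL21R-AS1, and ARID3A overlaps genes on both strands. ITPRIP overlaps genes on the opposite strand, and BBC3 overlaps microRNA genes on both strands.

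DDN (ENSG00000181418.8; chromosome 12, 48995149 to 48999309, minus strand) had the lowest fold change of the eligible genes. It measured 7.83 ± 0.427 CPM after withdrawal and 20.4 ± 1.75 CPM under continued treatment (SD, n = 3 each), a log2 fold change of -1.38 (SE 0.156, edgeR adjusted p 0.000163). MYB (chromosome 6, 135181315 to 135219173, plus strand) changed by -1.28, MPEG1 (chromosome 11, 59208510 to 59212951, minus strand) by -1.27, MDK (chromosome 11, 46380756 to 46383837, plus strand) by -1.25 and CHST2 (chromosome 3, 143119331 to 143124014, plus strand) by -1.19 on the log2 scale. DDN and MYB each overlap an annotated antisense gene, MPEG1 lies opposite DTX4, and CHST2 overlaps a gene on the same strand. CHST2 spread widely under continued treatment, at 125 ± 46.6 CPM (SD, n = 3) with its highest library at 179 CPM, and with robust estimation its adjusted p was 0.150. IL21R also lost its call under that setting, at an adjusted p of 0.0505.

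The smallest p-values among the remaining higher genes belonged to CRYBG1 (chromosome 6, 106360808 to 106571978, plus strand), S1PR2 (chromosome 19, 10221433 to 10231331, minus strand) and the noncoding LINC01991 (chromosome 3, 187958775 to 187976407, minus strand). Their log2 fold changes were 0.91, 0.75 and 1.00. CRYBG1 rose from 126 ± 13.7 to 237 ± 10.4 CPM (SD, n = 3 each, edgeR adjusted p 6.77e-05). S1PR2 overlaps DNMT1 on the same strand, so the assignment of its reads is uncertain. Among the lower genes they belonged to TNNI1 (chromosome 1, 201403768 to 201429866, minus strand), LRRC4 (chromosome 7, 128027071 to 128032107, minus strand) and PARM1 (chromosome 4, 74933095 to 75050115, plus strand), at -1.02, -1.08 and -1.02. TNNI1 fell from 107 ± 4.31 to 52.5 ± 1.23 CPM (SD, n = 3 each, edgeR adjusted p 3.12e-05). LRRC4 lies opposite SND1, TNNI1 and PARM1 also overlap genes on the opposite strand, and CRYBG1 overlaps genes on both strands. Of the 16 genes, 14 stayed past the threshold in all 16 other settings tried, the exceptions being IL21R and CHST2. Continued replicate 1 was the lowest library for IL21R, RGS16, ITPRIP and BBC3, and not for ARID3A. Without that library their log2 fold changes were 1.30, 1.17, 1.04 and 0.98 in this order, the smallest of the 6 fits that each left out 1 library, and all 4 stayed called.

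**Figure D2:**
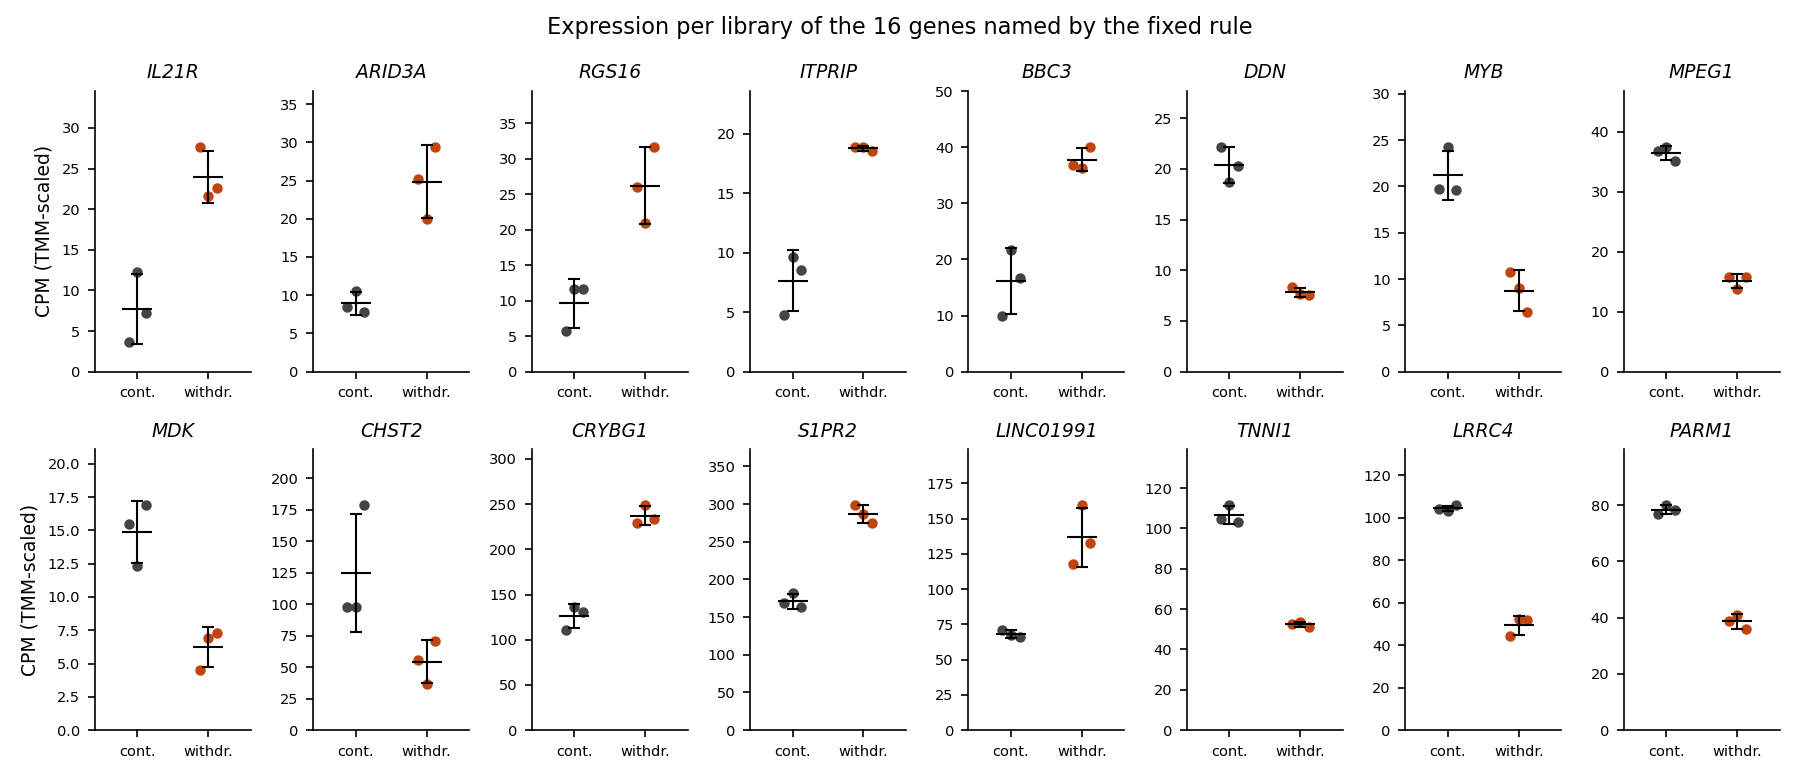
Each panel gives the TMM-scaled CPM of 1 of the 16 named genes in the 3 continued (grey) and 3 withdrawal (orange) libraries, with the mean (horizontal bar) and SD (whiskers) of each group; each y axis starts at 0. The groups do not overlap in any panel, as the naming rule requires, and the spread is widest for CHST2 under continued treatment, at 125 ± 46.6 CPM.

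All 13 genes of the list of PRC2 subunits, PRC2 partners and H3K27 demethylases were tested. Over all genes tested 3 passed the threshold, and adjusted over the list alone 5 did, adding EZH2 (0.0225) and RBBP4 (0.0203). JARID2 (chromosome 6, 15246296 to 15522040) rose from 26 ± 2.94 to 45.8 ± 8.27 CPM (SD, n = 3 each), a log2 fold change of 0.81 (SE 0.139, edgeR adjusted p 0.00207). KDM6B (chromosome 17, 7839904 to 7854796), which encodes an H3K27 demethylase, rose by 0.84 (SE 0.209, edgeR adjusted p 0.0167). Its withdrawal libraries ranged from 27.4 to 56.9 CPM, and without withdrawal replicate 3 the log2 fold change was 0.49 with an adjusted p of 0.0815. KDM6B also lost its call without continued replicate 1 (0.0744) and with robust estimation (0.153). SUZ12 (chromosome 17, 31937018 to 32001045) rose by 0.28 (SE 0.0785, edgeR adjusted p 0.0281), and lost the threshold in 4 of the 6 fits that each left out 1 library. RBBP4 rose by 0.25, at an adjusted p of 0.0507 over all genes, and passed with RLE factors (0.0471), upper-quartile factors (0.0481), a mean of at least 50 counts (0.0379), robust estimation (0.0389) and the GC-content offsets (0.0411). EZH1, EED, RBBP7, AEBP2, MTF2, PHF1, PHF19 and KDM6A did not pass either adjustment, with log2 fold changes from -0.23 (PHF1) to 0.24 (EZH1).

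Of the 12 gene sets, 8 passed the threshold with camera. Of these, 5 also passed with the rotation test fry (interferon response, G2M phase, S phase, germinal centre B cell and Polycomb developmental targets), and 2 with an estimated correlation (interferon response and G2M phase). The MHC class II and plasma cell sets passed with fry and not with camera. The interferon response set fell, with a median log2 fold change of -0.43 over 34 tested genes, 18 called lower and 0 higher, or 24 lower and 0 higher at an unadjusted p under 0.05 (camera adjusted p 1.09e-15). IFI6 (chromosome 1, 27666061 to 27672218) fell from 1004 ± 41.5 to 651 ± 30.6 CPM (SD, n = 3 each), and RIGI (chromosome 9, 32455705 to 32526324) changed by -0.84 on the log2 scale. The G2M phase set rose, with a median of 0.25 over 52 genes, 23 called higher (camera adjusted p 2.38e-11), led by KIF23 (0.67) and TPX2 (0.42). The S phase set rose by a median of 0.16 over 43 genes, 8 called higher (camera adjusted p 0.000144), led by WDR76 (0.68) and ATAD2 (0.39).

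The germinal centre B cell set had a median log2 fold change of 0.14 over 26 genes, with 8 called higher and 3 lower (camera adjusted p 0.00107). Its member with the smallest p-value after S1PR2, MS4A1 (chromosome 11, 60455752 to 60470760), fell, from 890 ± 8.51 to 603 ± 43.8 CPM (SD, n = 3 each). Of 104 Polycomb developmental targets only 19 were expressed enough to be tested; their median was -0.28, with 4 called lower (camera adjusted p 0.00596), including DLX2 (-1.27) and HOXB4 (-0.78). With no count filter that set no longer passed, with a median of -0.076. HOXB4 overlaps HOXB3 on the same strand and lost its call without continued replicate 1, at an adjusted p of 0.0757. The cholesterol synthesis set fell by a median of -0.25 over 23 genes, 8 called lower and 2 higher (camera adjusted p 0.000343), with MSMO1 at -0.74 and DHCR7 at -0.88. The ATF4 stress response set rose by a median of 0.39 over 22 genes (camera adjusted p 5.34e-08), with ATF3 at 1.75 and DDIT3 at 0.99, but its library means overlapped between the groups and the median was 0.18 without continued replicate 1. DDIT3 lost its call under robust estimation, at an adjusted p of 0.0887. The cytosolic ribosomal proteins shifted by -0.067 over 76 genes (camera adjusted p 0.0285), a shift that did not pass without withdrawal replicate 2 (adjusted p 0.160), without continued replicate 3 (0.0655) or with a mean of at least 50 counts (0.0587). RPL28 was called (-0.27) but lost its call in 3 of the 6 fits that each left out 1 library. The p53 target and MYC target sets did not pass with camera or fry (camera adjusted p 0.129 and 0.320), although the MYC target set passed camera with no count filter (0.0326).

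**Figure D3:**
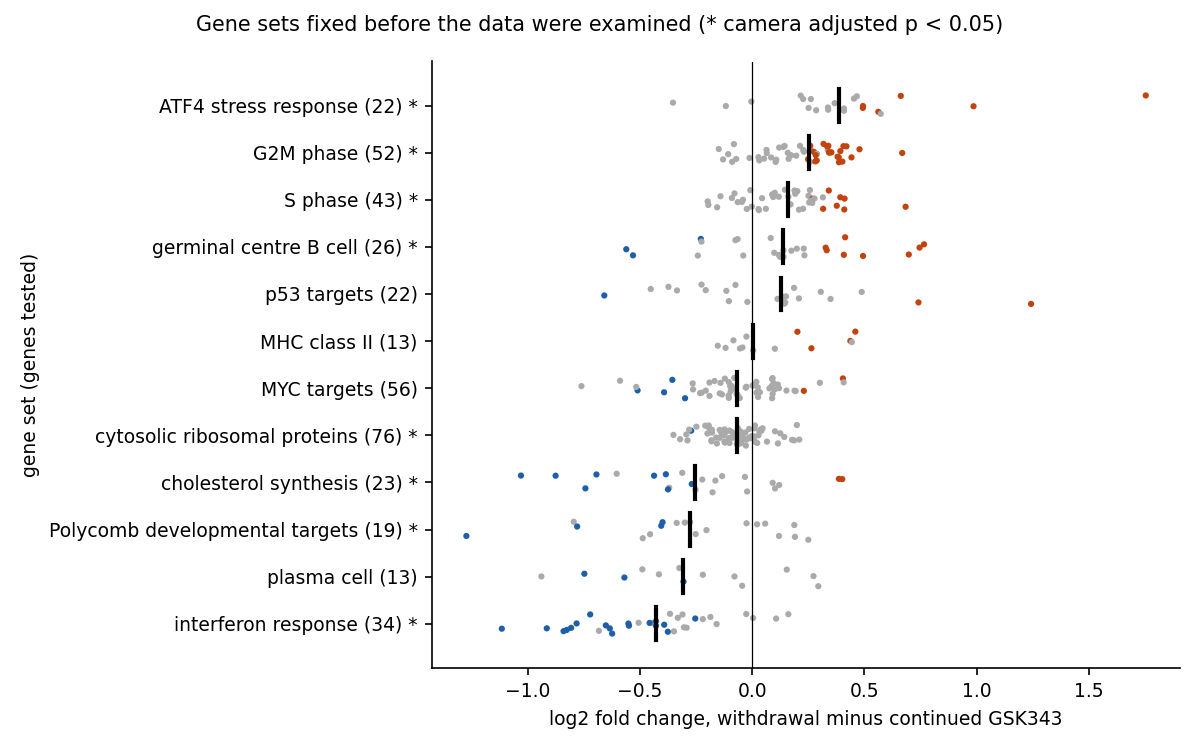
Each row is 1 of the 12 gene sets with the number of genes tested in brackets; each point is a gene at its log2 fold change, withdrawal minus continued GSK343, in orange if called higher, blue if called lower and grey otherwise, and the black bar is the set's median. An asterisk marks the 8 sets past the camera threshold; the interferon response set lies lowest, with a median of -0.43.

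The authors' deposited table lists 10833 genes, of which 1226 have an adjusted p under 0.05, 578 higher and 648 lower after withdrawal. The calls made here and in the authors' deposited table shared 1181 genes with the same direction, 81.9% of the calls made here, and 0 with opposite directions. Of the calls made here, 31 genes are not listed in the authors' deposited table, and 45 of the calls in the authors' deposited table were not called here. Pearson's r of the log2 fold changes was 0.949 across genes, which are not independent replicates. The authors' deposited table has 8 calls with an absolute log2 fold change of at least 1, against 78 with DESeq2 here and 127 with edgeR. DESeq2 here made the same 1226 calls with the same directions, so 8 against 78 lies in the scale of the fold changes. Those of the deposited table are treated as shrunken. The cause of the further difference to edgeR was not tested.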

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

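Under each scaling, the filters, limma-voom, DESeq2, robust estimation and the GC-content offsets, the number of calls lay between 1226 (DESeq2) and 1606 (no count filter), against 1442. At an adjusted p under 0.01 there were 556 calls, as a stricter threshold must give fewer. Across the 6 fits that each left out 1 library, the calls ranged from 744 (without continued replicate 3) to 1173 (without withdrawal replicate 2), and fewer samples give fewer calls. Of the 744 calls, 723 were among the 1442. The scalings moved the median log2 fold change of all genes only between -0.025 and 0.0036.

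The share of calls that were lower was 53.6%. It became 51.7% with RLE factors, 51.1% with upper-quartile factors, 59.5% with total counts only and 61.3% with no count filter. Across the fits that left out 1 library it ranged from 52.8% to 57.4%. With the GC-content offsets, which were chosen after seeing the data, it was 48.7%. The offsets thus turned the majority around, and the cause of the other shifts was not tested. The 127 calls with an absolute log2 fold change of at least 1 became 45 with a mean of at least 50 counts, a filter that 82 of the 127 do not reach, 78 with DESeq2 (the cause was not tested), and 67 at an adjusted p under 0.01. They ranged from 72 to 112 across the fits that left out 1 library.

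The count of called PRC2 and H3K27 demethylase genes was 3 and became 5 with a mean of at least 50 counts and 5 with the GC-content offsets; it ranged from 1 to 3 when 1 library was left out. The genes gained under both settings were EZH2 and RBBP4, which lie next to the threshold. The genes lost when 1 library was left out were SUZ12, in 4 fits, and KDM6B, in 2 fits, and both were lost without continued replicate 1. Across the settings the adjusted p of EZH2 ranged from 0.0392 (DESeq2) to 0.224 (without continued replicate 3). Genes of the list with a fold change near 0 changed sign. AEBP2, at -0.0063, was at 0.0028 with upper-quartile factors, 0.00049 with limma-voom, 0.040 with the GC-content offsets, and from -0.071 to 0.070 when 1 library was left out. PHF19, at 0.020, was at -0.0031 with no count filter and from -0.023 to 0.077 when 1 library was left out. PHF1 ranged from -0.38 to 0.015 and KDM6A from -0.057 to 0.085 in those fits. These are differences that the spread between libraries covers.

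The number of gene sets past the threshold was 8, ranged from 7 to 8 when 1 library was left out, and was 2 with a correlation estimated per set; the cause was not tested. Calls shared with the authors' deposited table numbered 1181 and ranged from 696 to 957 when 1 library was left out. Over the 16 settings run per gene, 18 gene results became stronger and 14 weaker. With camera at its preset correlation, 1 gene set result became stronger and 4 weaker; these counts leave out fry, which passed 7 sets, 5 of them among the 8, and the estimated correlation. Gene sets were not tested under DESeq2, limma-voom or robust estimation.

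The labels number the libraries 1 to 3 in both groups, but do not say whether the numbers pair them. The correlations of same-numbered deviations from the group means were -0.035, 0.083 and 0.17, and differently numbered ones ranged from -0.20 to 0.13. These values do not settle whether the libraries were paired. The main test used no block. With the replicate number as a block there were 1902 calls, 1439 of them among the 1442, and 5 genes of the PRC2 and H3K27 demethylase list passed, the added ones being EZH2 (edgeR adjusted p 0.0419) and RBBP4 (0.0339). CDKN2A, chosen after its values were seen, had 78.2, 59.3 and 135 CPM after withdrawal and 124, 119 and 233 CPM under continued treatment. It was not called without the block (edgeR adjusted p 0.0580) and was called with it (1.18e-06); over the other settings its adjusted p ranged from 1.08e-15 (no count filter) to 0.378 (robust estimation).

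In counts simulated with 3 libraries per group at the depth of these libraries, 52.6% of genes changed 1.5-fold were recovered, so a gene that was not called is not shown to be unchanged.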

Other observations

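The tests on the interferon response set, the histone genes, NIBAN1 and UBE2Q2P1, the p53 targets and the ATF4 set were chosen only after the result was seen, as was the comparison of the factors for lower and higher neighbouring pairs. The other tests were written down before the values they measure were seen; the one on genes 20 positions apart was added after the correlation of adjacent genes was known. In every pattern the withdrawal of GSK343, which the groups name, stays an open explanation. EZH2 activity and H3K27 methylation were not measured in these libraries, so an effect through EZH2 cannot be told from another effect of the compound.

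Of the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave as many as 1442 calls, and the others gave 0 calls, with 151 to 605 genes at an unadjusted p under 0.05 against 3164 in the real split. With 10 splits a share under 0.05 cannot be reached, so a fortunate grouping cannot be told apart from the treatment by this count alone. The tables argue against a trend with GC content as the whole cause, since 1363 of the calls remained with GC-content offsets. They also argue against unequal depth, since 1262 remained when each library was thinned to 7057983 counts.

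Genes that lie next to each other changed together. Across 11689 adjacent pairs of tested genes, Spearman's rho of the log2 fold changes was 0.156, while permuted gene orders stayed under 0.018 at their upper 2.5% (one-sided permutation p 1e-04, the smallest that 10000 orders can give). The other splits of the libraries gave 0.034 to 0.062. Each of those splits still has unequal numbers of withdrawal libraries on its sides and keeps part of the withdrawal difference. They therefore cannot show whether there is a background apart from the treatment. Overlapping genes or read-through are not the whole cause, since rho was 0.110 for 6447 pairs at least 10 kb apart. Nor are GC content, with rho at 0.153 after GC-content offsets, or families of similar genes, with rho at 0.145 for pairs whose symbols do not share 3 letters. With all 3 restrictions together rho was 0.100. A copy-number change or a shift of long chromosome regions would reach far, but rho was 0.080 for genes 2 positions apart, 0.045 at 5 positions and -0.0078 at 20 positions. The pattern may reflect changes of chromatin over short neighbourhoods, as a hypothesis found and tested on the same data. Shared regulation of neighbours unrelated to chromatin was not tested. If renewed repression spread along the chromosome, pairs called lower would exceed chance by more than pairs called higher. There were 99 adjacent lower pairs against 50.5 in permuted orders (1.96 times) and 67 adjacent higher pairs against 37.7 (1.78 times). The ratio of these factors was 1.10, with a 95% interval of 0.766 to 1.59 from drawing the 23 chromosomes with replacement, so regional repression and regional activation cannot be told apart with this number of pairs.

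The fall of the interferon response genes was not what a draw of genes with matched expression gives. Their median of -0.43 lay below all 10000 random lists matched on mean expression, a percentile of at most 0.01, with 95% of random medians between -0.12 and 0.089. With GC-content offsets the median was -0.39. The libraries do not show whether interferon itself or a regulator changed, and a return of repression at these genes after withdrawal may be one explanation among several.

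Replication-dependent histone genes, chosen after their values were seen, had a median log2 fold change of 0.58 over 13 genes, with 5 called higher and 0 lower, and 0 lower at an unadjusted p under 0.05 too. The fold change was positive in 10 genes and negative in 3, and the median lay between 0.56 and 0.59 under the other scalings and the GC-content offsets. H1-2 (chromosome 6, 26055787 to 26056428) rose from 307 ± 67.6 to 574 ± 77.4 CPM (SD, n = 3 each), and H1-3 by 1.39 on the log2 scale. H1-2, H1-3, H1-4 and H1-5 were all called higher (edgeR adjusted p 0.000930, 0.000755, 0.0112 and 0.0290). Most of the called genes were thus H1 genes, and the calls do not show a rise across the other histone genes. A larger share of cells in S phase may contribute, since the S phase set's median of 0.16 lay at percentile 99.98 of matched random lists; that value was known when the test was chosen, so it carries little weight. Whether a larger share of cells in S phase could account for the whole histone change was not tested, since the S phase set holds different genes. Most transcripts of these genes lack a poly(A) tail and their sequences resemble each other, so a change in their polyadenylation, or reads shared between copies, was not tested and stays open.

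NIBAN1 and UBE2Q2P1, chosen after their values were seen, had at most 3 counts in each continued library and at least 10 in each withdrawal library. NIBAN1 (chromosome 1, 184790724 to 184974550) had 25, 17 and 23 counts after withdrawal and 1, 0 and 1 under continued treatment, which is at least 7.94-fold higher when the continued libraries are set to 3 counts. UBE2Q2P1, an annotated pseudogene whose reads may belong to a related gene, had 14, 10 and 16 against 3, 2 and 2 counts. Only 1 of the 10 splits, the real one, gave as many such genes (2 genes, against 0 in each other split), a share that 10 splits cannot bring under 0.05, so this count alone does not decide about a fortunate grouping. In edgeR's quasi-likelihood test over all genes the adjusted p was 0.000359 for NIBAN1 and 0.00576 for UBE2Q2P1.

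CDKN1A (chosen after its values were seen; 16.3 ± 1.10 to 27.2 ± 1.56 CPM, SD, n = 3 each, edgeR adjusted p 0.00219) and BBC3 both rose, and both are p53 targets. A p53 programme may or may not be the source. Of the other 20 tested targets 0 were called higher and 1 lower, and at an unadjusted p under 0.05 there were 3 higher (SESN2, DDB2 and XPC) and 2 lower (FDXR and ZMAT3, the one called), named here after their values were seen. Their fold changes were positive in 10 genes and negative in 10, with a median of 0.046 at percentile 78.8 of matched random lists. A median inside the random range over members of both signs does not decide, so a p53 programme and activation by another route cannot be told apart.

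The rise of the ATF4 stress response set rested partly on 1 library. Its mean deviation was -0.62 in continued replicate 1, against 0.091 and -0.11 in the other continued libraries, and the median without that library was 0.18 instead of 0.39. The set still passed with camera without it, at an adjusted p of 0.000118. Camera assumed a correlation of 0.01 where the estimate was 0.71, and with fry the set did not pass even with all libraries (adjusted p 0.128). Its members with the smallest p-values stayed called in all 6 fits that each left out 1 library: ATF3 at 1.37 and DDIT3 at 0.77 without continued replicate 1, with largest adjusted p of 0.0137 and 0.0133 over the 6 fits, although DDIT3 lost its call under robust estimation. For the set as a whole, a stress state of that culture and an effect of withdrawal cannot be told apart with 3 libraries per group.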
